# The Microtubule Regulator NEK7 Coordinates the Wiring of Cortical Parvalbumin Interneurons

**DOI:** 10.1016/j.celrep.2018.06.115

**Published:** 2018-07-31

**Authors:** Antonio Jesús Hinojosa, Rubén Deogracias, Beatriz Rico

**Keywords:** parvalbumin interneurons, axon development, synapse formation, microtubules, diversity

## Abstract

Functional networks in the mammalian cerebral cortex rely on the interaction between glutamatergic pyramidal cells and GABAergic interneurons. Both neuronal populations exhibit an extraordinary divergence in morphology and targeting areas, which ultimately dictate their precise function in cortical circuits. How these prominent morphological differences arise during development is not well understood. Here, we conducted a high-throughput screen for genes differentially expressed by pyramidal cells and interneurons during cortical wiring. We found that NEK7, a kinase involved in microtubule polymerization, is mostly expressed in parvalbumin (PV+) interneurons at the time when they establish their connectivity. Functional experiments revealed that NEK7-deficient PV+ interneurons show altered microtubule dynamics, axon growth cone steering and reduced axon length, arbor complexity, and total number of synaptic contacts formed with pyramidal cells. Altogether, our results reveal a molecular mechanism by which the microtubule-associated kinase NEK7 regulates the wiring of PV+ interneurons.

## Highlights

• *Nek7* is specifically expressed by GABAergic interneurons during cortical wiring
• Loss of *Nek7 in vitro* alters microtubule dynamics, axon steering, and morphology
• Loss of *Nek7 in vivo* impairs the morphology and synaptic outputs of PV interneurons

## Introduction

Identifying the mechanisms by which neurons are precisely wired in specific circuits is critical to elucidate how the extraordinary complexity of brain function emerges. During development, wiring takes place through an ordered sequence of steps. The classical view of neural circuitry assembly proposes that axons first grow toward their target area, arborize through collateral extensions that are subsequently remodeled, and finally form synapses with the corresponding cellular targets (Kolodkin and Tessier-Lavigne, 2011, Shen and Scheiffele, 2010). These events are triggered by local extracellular cues, which instruct active crosstalk with different components of the cytoskeleton (Conde and Cáceres, 2009, Hoogenraad and Bradke, 2009, Kalil and Dent, 2014, Navarro and Rico, 2014).

There are two main classes of neurons in the mammalian cerebral cortex, glutamatergic pyramidal cells, which are excitatory projection neurons, and GABAergic interneurons, which form inhibitory local connections (Custo Greig et al., 2013, DeFelipe et al., 2002, Fishell and Rudy, 2011). The wide diversity of pyramidal cells and interneurons is defined by a unique set of neurochemical, morphological, connectivity, and firing features that are built by specific molecular programs. Among these features, one striking difference between pyramidal cells and interneurons is the morphology of their axons and dendrites. Pyramidal cell dendrites expand toward different cortical layers in a stereotyped fashion, and their axons typically target cells in other layers, as well as other cortical and subcortical areas. On the contrary, interneuron dendrites and axons very often remain in relatively close proximity to the cell soma. In addition, whereas the axons of pyramidal cells are straight, interneuron axons are profusely branched and follow convoluted paths that often correlate with the position of their postsynaptic targets (Dumitriu et al., 2007, Huang et al., 2007, Stepanyants et al., 2004, Tremblay et al., 2016). The molecular mechanisms regulating axon development and synapse formation in pyramidal cells have been studied in detail (de Wit and Ghosh, 2016, Conde and Cáceres, 2009, Kalil and Dent, 2014, Kolodkin and Tessier-Lavigne, 2011, McAllister, 2007, Navarro and Rico, 2014), but our understanding of these mechanisms in interneurons is very rudimentary. A large body of evidence suggests that small variations in the development of GABAergic interneurons may lead to neurodevelopmental disorders (Marín, 2012). Therefore, the identification of molecules that coordinate the development of these cells not only represents a major scientific advance but also has important biomedical implications.

Previous studies have identified genes that are differentially expressed among various populations of cortical neurons (Cembrowski et al., 2016, Sugino et al., 2006, Zeisel et al., 2015). However, how these unique molecular profiles emerge during development is not well understood. Here, we took a transcriptome approach to identify genes that are differentially expressed by GABAergic interneurons and pyramidal cells during the wiring of cortical circuits. We identify the never in mitosis A (NIMA)-related kinase *Nek7* (Morris, 1976, O’Connell et al., 2003) as one of the most enriched transcripts in interneurons during this critical period in cortical development. Targeted downregulation of *Nek7* disrupts microtubule and growth cone dynamics, alters axonal arbor morphology, and causes a reduction in synaptic contacts made by parvalbumin (PV+) interneurons. Our study identifies NEK7 as an essential regulator of a molecular program that regulates microtubule dynamics and axon development in PV+ interneurons.

## Results

### Identification of Differentially Expressed Genes during the Wiring of GABAergic Interneurons

Pyramidal cells and interneurons are remarkably different in morphology and synaptic targeting with distinct contributions to the cortical network. To understand how this heterogeneity emerges, we searched for differentially expressed genes between these two neuronal populations during cortical wiring. We selected the temporal window when cortical neurons develop axons and synapses to establish mature circuitries (Ben-Ari, 2002, De Felipe et al., 1997, Larsen and Callaway, 2006) (Figure S1). 

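The arrays compared cortical pyramidal cells, labelled with GFP in NexCre;RCE mice, with cortical interneurons, labelled in Nkx2-1Cre;RCE mice. Nex (Neurod6) encodes a transcription factor of young excitatory neurons, and Nkx2-1 a transcription factor of the progenitors of the medial ganglionic eminence. Sorted cells of 4 groups were measured, pyramidal cells at P0 (Pyr P0) and P12 (Pyr P12) and interneurons at P0 (IN P0) and P10 (IN P10), with 3 arrays per group labelled as biological replicates A, B and C. Any comparison of IN P10 with Pyr P12 therefore holds a difference in age as well as in cell type. RNA was hybridized to Affymetrix mouse gene arrays, and the authors corrected the signals for background, quantile-normalized them and summarized them to a log2 value per probe set with RMA. The deposited values of the 12 arrays ran from 4.74 to 14.73 on the log2 scale. Of 28192 probe sets, the 22961 with a gene symbol were tested, and all 12 arrays were fitted together in limma with 8 residual degrees of freedom. A probe set was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the thresholds of the Experimental Procedures, which name SAM as the test. Signals at or under the level below which 95% of olfactory and vomeronasal receptor probe sets lay on an array were read as not above background. The number of arrays limits the precision, since 3 arrays against 3 cannot give a 2-sided exact permutation p under 0.1.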

We used fluorescence-activated cell sorting (FACS) to isolate pyramidal cells and interneurons using mice reporting these populations with GFP at two different stages and subsequently carried out transcriptome analyses (Figure 1A). We performed an unsupervised principal-component analysis demonstrating that each replicate clusters with the corresponding conditions (Figure S2A). In addition, we found no outliers when comparing the overall distribution of signal intensities between microarrays (Figure S2B). 

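Gad1, which encodes a GABA-synthesizing enzyme, separated the populations, and Lynx1, which encodes a modulator of nicotinic acetylcholine receptors, separated the ages. The log2 signal of Gad1 was 9.58 ± 0.18 (SD, n = 3 arrays) in Pyr P0, 8.49 ± 0.12 in Pyr P12, 12.69 ± 0.10 in IN P0 and 13.24 ± 0.07 in IN P10. That of Lynx1 was 7.55 ± 0.10 in Pyr P0 and 7.65 ± 0.07 in IN P0, against 11.91 ± 0.08 in Pyr P12 and 12.61 ± 0.11 in IN P10. Over all tested probe sets, the first principal component held 53.7% of the variance and set P0 arrays (mean scores -37.4 in Pyr P0 and -41.6 in IN P0) apart from the older ones (52.2 in Pyr P12 and 26.8 in IN P10). The second component held 31.7% and set pyramidal cells (mean scores -29.9 in Pyr P0 and -29.7 in Pyr P12) apart from interneurons (17.0 in IN P0 and 42.7 in IN P10). In the plane of these components, arrays of the same group lay at most 5.95 score units apart, and arrays of different groups at least 44.8. Each of the 12 arrays had its highest Pearson correlation with an array of its own group, at 0.995 to 0.999 within groups and 0.936 to 0.981 between groups.

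**Figure D1:**
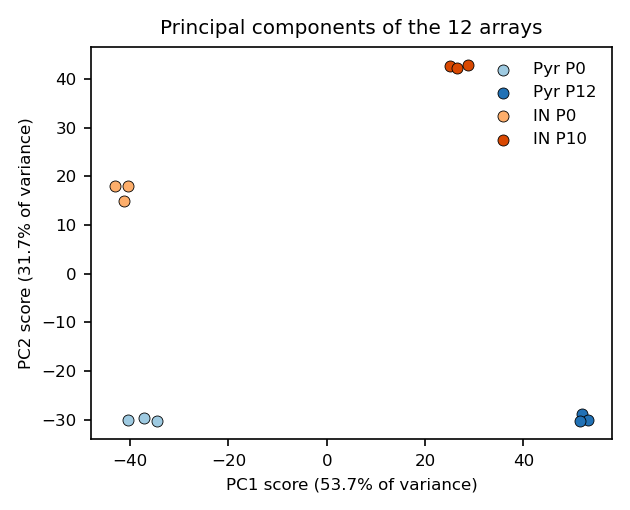
Scores of the 12 arrays on the first (x axis) and second (y axis) principal components of the log2 values, with each point an array colored by group. The 3 arrays of each group lie together, and the groups' mean scores on the first component run from -41.6 to 52.2.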

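Olfactory and vomeronasal receptor genes, chemosensory genes that cortical neurons are not known to use widely, marked the background of each array. The 95th percentile of their 1208 probe sets lay between 7.13 and 7.45 on the log2 scale across the 12 arrays. Above this level in at least 1 group were 14381 of the 19937 genes with a probe set of their own. Pvalb, which encodes the calcium-binding protein that defines PV+ cells, was not above it on any array of Pyr P0, Pyr P12 or IN P0 and reached 7.83 ± 0.20 (SD, n = 3) in IN P10. The median of all probe sets ranged from 8.12 to 8.22 among arrays, the lower quartile from 6.63 to 6.76 and the upper quartile from 9.94 to 10.1. Quantile normalization within RMA makes the arrays alike by construction, so these distributions cannot show whether the raw signal of an array stood apart.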

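Genes of GABAergic identity were higher in the sorted interneurons at both ages, and genes of glutamatergic identity were lower. Of 7 measured pan-interneuron genes, 7 were higher in IN P10 than in Pyr P12 (median log2 fold change 4.21) and 7 in IN P0 than in Pyr P0 (3.11). Gad1, which encodes a GABA-synthesizing enzyme, was higher by 4.75 on the log2 scale in IN P10 (SE 0.09, adjusted p = 3.65e-13). Of 14 genes of interneurons from the medial ganglionic eminence, 11 were higher in each comparison, among them Lhx6, a transcription factor gene of their specification, with 4.10 in IN P10 against Pyr P12. Erbb4, which encodes a neuregulin receptor, was at least 59.5-fold higher in IN P10, since its signal was not above background in Pyr P12. Of 18 pyramidal genes, 13 were lower in IN P10 than in Pyr P12 and 11 in IN P0 than in Pyr P0, with log2 fold changes of -5.22 for Slc17a7, the vesicular glutamate transporter gene, and -4.63 for Tbr1, a transcription factor gene of deep-layer neurons, in the older pair.

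In camera tests of the older pair, the adjusted p was 6.75e-12 for the pan-interneuron list and 1.51e-18 for the medial ganglionic eminence list (adjusted p = 0.0282 and adjusted p = 0.00229 with an estimated correlation). For the pyramidal list it was 3.37e-10, and this call was lost at adjusted p = 0.136 with an estimated correlation. At P0 the corresponding values were 3.12e-14, 3.56e-15 and 3.12e-14, and adjusted p = 0.0253, adjusted p = 0.00463 and adjusted p = 0.137 with an estimated correlation.

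Genes of the oligodendrocyte lineage were also higher in the interneuron arrays. Of 12 measured oligodendrocyte precursor genes, 10 were higher in IN P10 than in Pyr P12 and 8 in IN P0 than in Pyr P0 (adjusted p = 1.55e-09 in each, adjusted p = 0.142 and adjusted p = 0.224 with an estimated correlation). Pdgfra, the receptor gene through which these precursors respond to PDGF, was higher by 2.86 in IN P10 and by 4.15 in IN P0, and Olig2, a transcription factor gene of the lineage, by 2.15 in IN P10. Of 15 myelinating oligodendrocyte genes, 8 were higher in IN P10 than in Pyr P12 (adjusted p = 3.37e-10, adjusted p = 0.103 with an estimated correlation), with 1.68 for Mag, a myelin adhesion protein gene, while Mbp, which encodes myelin basic protein, had 0.54 and was not called. Of 16 astrocyte, 15 microglia and macrophage, 13 endothelial and 15 mural and fibroblast genes, limma and SAM each called 0 higher in IN P10 than in Pyr P12, and 7, 0, 0 and 2 were higher at an unadjusted p under 0.05; 1 astrocyte gene, Slc1a2, was lower. For each list named here, the same counts were called when adjusted over the list alone.

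Genes that mark the other population had a larger share of its signal at P0 than later. After subtraction of background, the 11 pyramidal genes had in IN P0 a median of 14.3% of their linear signal in Pyr P0, against 1.24% for IN P10 relative to Pyr P12. The 18 interneuron genes called at P0 had in Pyr P0 a median of 8.14% of their signal in IN P0, against 2.39% for Pyr P12 relative to IN P10. Nrgn, which encodes a calmodulin-binding protein of excitatory neurons, went the other way with 16.1% and 25.01%, as did Satb1, which encodes a chromatin organizer, with 45.5% and 88.8%; whether the cells express these genes themselves was not tested.

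**Figure D2:**
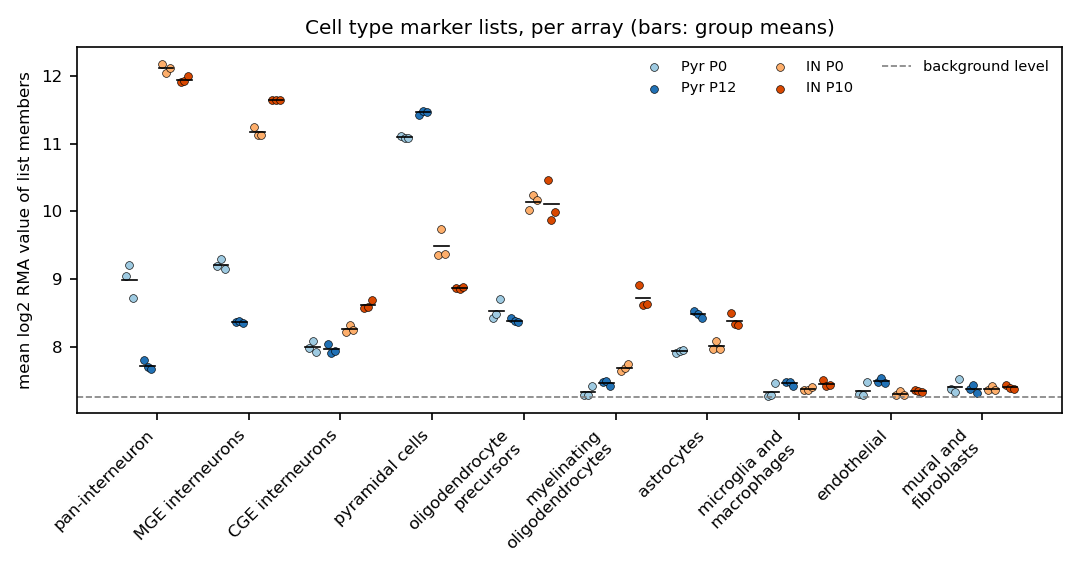
Mean log2 RMA value of the members of each cell type list (y axis) on each array, with points for arrays colored by group, bars for group means and the mean background level as a dashed line. For the pan-interneuron list, the group means are 12.1 in IN P0 and 11.9 in IN P10 against 7.73 in Pyr P12.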

To assess the purity of the isolated populations, we searched for genes that are known to be enriched in each of these cell types and upregulated between the different postnatal ages (Figure S2C; Table S1). 

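Transcripts of synaptic and electrical maturation were higher in the interneuron arrays at P10 than at P0, as were transcripts of myelinating oligodendrocytes, and transcripts of immature neurons were lower. In IN P10 against IN P0, 962 probe sets were higher and 654 lower. Lynx1 rose by 4.95 on the log2 scale (SE 0.07, adjusted p = 1.49e-13), and Thy1, which encodes a surface glycoprotein of mature neurons, by 4.45. Cxcr4, which encodes a chemokine receptor of migrating interneurons, had -3.19, and Sox11, a transcription factor gene of young neurons, -2.80. Of 25 voltage-gated potassium channel genes 14 rose, of 31 synaptic vesicle release genes 15, of 13 GABA receptor and inhibitory postsynapse genes 5 and of 16 fast-spiking genes 10, and none of these 4 lists had a member that fell. Examples are Kcna1, which encodes an axonal potassium channel, with 2.31, Doc2b, which encodes a calcium sensor of vesicle release, with 2.03, and Gabra4, a GABA-A receptor subunit gene, with 3.00. Of 16 immature neuron genes 7 fell and none rose, and of 15 myelinating oligodendrocyte genes 7 rose and none fell (adjusted p = 2.96e-06 for the latter, adjusted p = 0.217 with an estimated correlation).

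Camera gave adjusted p = 8.97e-12 for the potassium channel list, 1.96e-08 for the vesicle list, 1.96e-08 for the GABA receptor list, 1.66e-10 for the fast-spiking list and 0.000145 for the immature neuron list. The vesicle and immature neuron calls were lost with an estimated correlation, at adjusted p = 0.0707 and adjusted p = 0.217 with an estimated correlation, and the others held at adjusted p = 0.0367, adjusted p = 0.0179 and adjusted p = 0.0198 with an estimated correlation. At an unadjusted p under 0.05, 1 potassium channel gene and 4 vesicle genes fell and 2 immature neuron genes rose, against 0 in limma calls and 0 in SAM calls. For each list named here, the same counts were called when adjusted over the list alone.

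In Pyr P12 against Pyr P0, 1304 probe sets were higher and 799 lower. Calb1, which encodes the calcium buffer calbindin, rose by 4.93, and Igfbpl1, an immature neuron gene, had -4.32. The same potassium channel, vesicle, GABA receptor and fast-spiking lists had 16, 15, 5 and 5 members higher, and 11 immature neuron genes were lower (adjusted p = 6.43e-08, 2.8e-06, 3.32e-06, 6.34e-05 and 9.15e-11). These calls were lost, at adjusted p = 0.0927 for the GABA receptor and immature neuron lists and adjusted p = 0.101 for the others with an estimated correlation. In IN P10 against Pyr P12, 608 probe sets were higher and 669 lower. Reln, which encodes a secreted glycoprotein of neuronal positioning, was higher by 3.78 and Cacna2d1, which encodes an auxiliary calcium channel subunit, had -4.08.

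Genes of the other population moved with age as well. In IN P10 against IN P0, 5 of the 18 pyramidal genes were lower and 2 higher, with Tbr1 at -2.70 (adjusted p = 0.000975 for the list, adjusted p = 0.575 with an estimated correlation). In Pyr P12 against Pyr P0, 5 of the 7 pan-interneuron genes were lower, with Gad1 at -1.10 (adjusted p = 0.000906 for the list, adjusted p = 0.215 with an estimated correlation). Of 16 astrocyte genes, 3 were higher and 0 lower with age in interneurons, and likewise 3 and 0 in pyramidal cells. The astrocyte list did not pass with camera in either comparison (adjusted p = 0.139 and adjusted p = 0.193). With no fold threshold, 5131 probe sets were higher and 5311 lower in IN P10 than in IN P0, so the fold threshold sets the size of these counts.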

We then carried out further bioinformatic analyses to search for genes differentially expressed in cortical interneurons compared with pyramidal cells and with higher expression at P10 than at P0 (Figure 1B). We identified a gene set of 133 transcripts with these characteristics (Table S1). 

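Tac1, Hapln1, Lgals1 and Rbp4 were among the transcripts higher in IN P10 than in both IN P0 and Pyr P12. Tac1, which encodes the precursor of substance P, was higher by 4.17 on the log2 scale than in IN P0 (SE 0.14, adjusted p = 6.09e-11) and at least 24.0-fold than in Pyr P12, where it was not above background. Hapln1, which encodes a link protein of perineuronal nets, was at least 10.3-fold higher than in IN P0 and at least 9.35-fold than in Pyr P12. Lgals1, which encodes the lectin galectin 1, was higher by 3.58 and 3.86, and Rbp4, which encodes a retinol carrier, by 3.85 and 3.73. The set was taken as the probe sets higher in IN P10 in both comparisons and not higher in Pyr P12 than in Pyr P0, the region that Figure 1B marks. Figure 1B prints P10 for the NexCre;RCE and P12 for the Nkx2-1Cre;RCE cells, and the ages used here follow the paper's text and the sample labels, which give the reverse. It held 155 probe sets and 146 distinct gene symbols, after 31 of 186 were left out for a rise in pyramidal cells. Of the 155, 23 were already higher in IN P0 than in Pyr P0. The 20 genes of Figure 1C were all members, which is not independent evidence, since they were chosen on these arrays.

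Both comparisons use the same 3 IN P10 arrays, too few to divide between them, so part of the overlap can come from them. Independent lists would share 25.5. Simulated groups without an effect shared 0 at these thresholds (123.61 at an unadjusted p under 0.05, against 2004 observed). Since these groups held no effect, they cannot show how far the shared arrays raise the overlap of lists that do. Genes of the oligodendrocyte precursor and myelinating oligodendrocyte lists made up 9 members, Cnp and Gjc3 of Figure 1C among them. Without them 146 probe sets stay, a count added after the data were seen. Genes of this lineage outside the lists were not looked for and may remain among these. Settings changed the set by over 1.5 times only through the fold threshold. At a fold over 1.5, 348 probe sets were called, and 876 with no fold threshold. Nek7 leaves the set with no fold threshold and when probe sets higher in IN P0 than in Pyr P0 are left out too. Both exits rest on Nek7 values in pyramidal groups, where it was not above background.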

The Gene Ontology (GO) database revealed that the most abundant categories included axon- and synapse-related structures, synaptic neurotransmission pathways, and genes encoding for extracellular matrix proteins (Figures S2D and S2E).

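Neuropeptide, extracellular matrix, synaptic vesicle release and fast-spiking genes were overrepresented in the set, as were myelinating oligodendrocyte genes. Of 18 neuropeptide and peptide-binding genes 8 were members, including Crhbp, which encodes a binding protein of corticotropin-releasing hormone, with a log2 fold change of 3.39 against IN P0 and at least 14.8-fold against Pyr P12, and Penk, which encodes proenkephalin, with 2.88 and 1.93. Of 58 extracellular matrix genes 8 were members, including Sparc, which encodes a matricellular glycoprotein, with 2.11 and 2.94, and Hpse, which encodes the heparan sulfate-cleaving enzyme heparanase, at least 4.63-fold and at least 4.22-fold. Of 31 synaptic vesicle release genes 4 were members (Cplx1, Doc2b, Rab3b and Syt2), and of 16 fast-spiking genes 4 (Cplx1, Kcnab1, Nefh and Syt2). Syt2, which encodes the calcium sensor of fast release, had 2.63 and 2.41, and Cplx1, which encodes a complexin that clamps vesicle fusion, 2.13 and 1.44. Of 11 gap junction genes 2 were members, Gjd2, which encodes the connexin of interneuron electrical synapses, with 1.86 and 2.69, and Gjc3, which encodes a glial connexin, with 2.25 against IN P0 and at least 5.69-fold against Pyr P12. Of 15 myelinating oligodendrocyte genes 7 were members, including Cnp, which encodes an enzyme of myelin, with 1.89 and 2.89, and of 12 oligodendrocyte precursor genes 2 (Bcas1 and Gpr17).

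The lists stood in for Gene Ontology categories, and membership was tested with a 1-sided Fisher's exact test of the 146 genes of the set among 19937 genes, adjusted over 26 lists. The adjusted p was 7.28e-12 for neuropeptides, 7.79e-11 for myelinating oligodendrocytes, 8.31e-08 for the extracellular matrix, 3.05e-05 for fast-spiking genes, 0.000387 for vesicle release 0.0109 each for oligodendrocyte precursors, gap junctions and interneurons of the caudal ganglionic eminence (Calb2 and Crh), and 0.0132 for interneurons of the medial ganglionic eminence (Sst and Tac1). The caudal ganglionic eminence result rests on 2 genes. Of these, Crh had a mean log2 signal of 7.30 in IN P10, close to background (at most 7.27 on these arrays). Axon guidance genes had 2 members of 37, Sema3c and Sema5a, which encode semaphorins, and did not pass (adjusted p = 0.078), and microtubule regulators had 0 of 32. Genes of Figure 1C, which were chosen on these arrays, account for 3 of the neuropeptide, 4 of the extracellular matrix and 1 of the vesicle members. Camera gave the neuropeptide list adjusted p = 4.87e-08 in IN P10 against IN P0 and 1.2e-06 against Pyr P12, which held at adjusted p = 0.0179 and adjusted p = 0.0259 with an estimated correlation, with 12 genes higher and none lower in the first and 10 higher and 2 lower in the second. The extracellular matrix list had 11 higher and 4 lower against IN P0 and 15 higher and 1 lower against Pyr P12 (adjusted p = 0.00598 and 3.69e-08), and these calls were lost at adjusted p = 0.692 and adjusted p = 0.142 with an estimated correlation. The same counts were called when adjusted over the list alone.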

**Figure 1:**
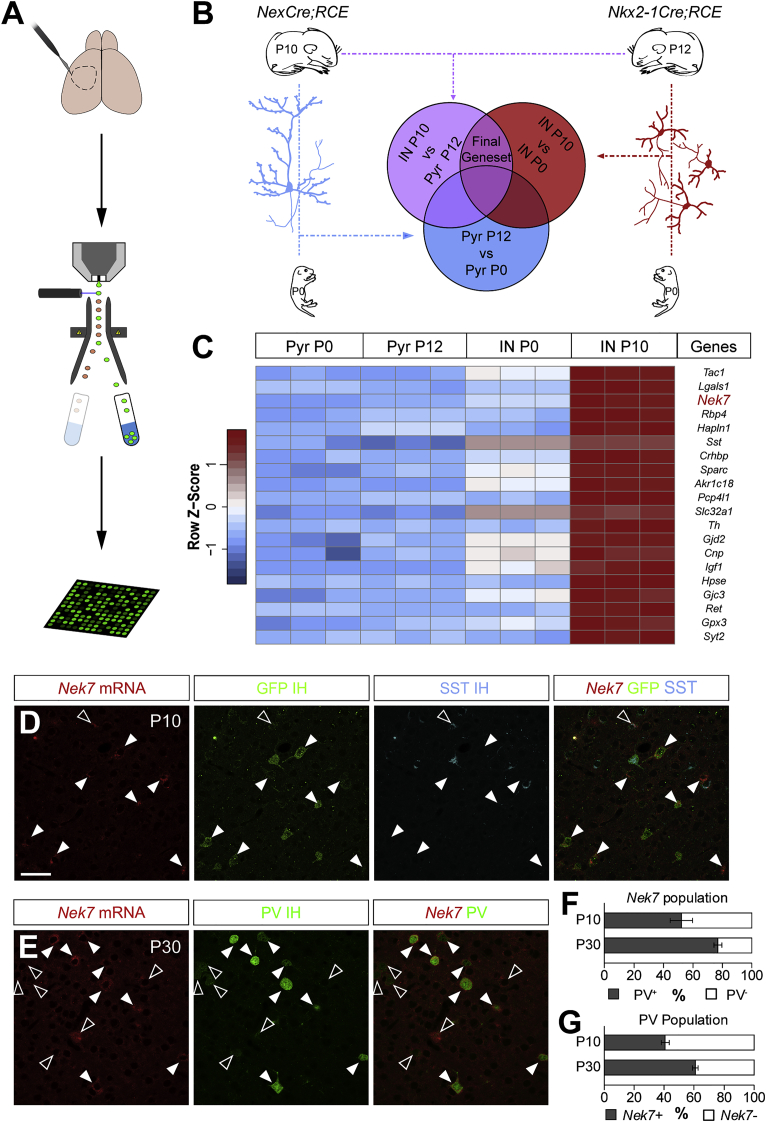
*Nek7* Transcripts Are Upregulated during GABAergic Interneuron Wiring and Expressed Mostly in PV+ Cells (A) Schematic of genetic screening. Cortices from different GFP+ reporter lines were dissected, and cells were dissociated and FACS sorted and their RNA hybridized to microarrays. (B) Bioinformatic comparisons of neuronal populations. (C) Heatmap showing the expression levels of the 20 first ranked genes. *Nek7* is highlighted in red. (D) Confocal images showing *in situ* hybridization for *Nek7* (red) and immunohistochemistry for GFP (green) and SST+ (cyan) in the somatosensory cortex of P10 *Lhx6Cre;RCE* mice. GFP+ and SST+ are somatostatin cells, GFP+ and SST− are putative PV+ interneurons. (E) Confocal images showing *in situ* hybridization for *Nek7* (red) and immunohistochemistry for PV+ cells (green) in the somatosensory cortex of P30 wild-type mice. In (D) and (E), filled arrowheads denote colocalization, and open arrowheads denote no colocalization. (F) Percentage of PV+ (gray) among all *Nek7*-expressing cortical cells at P10 and P30. (G) Percentage of *Nek7*-positive cells among all PV-expressing neurons at P10 and P30. IN, interneurons (red); Pyr, pyramidal cells (blue). Data are represented as mean ± SEM. Scale bar represents 50 μm. See also Figures S1–S4.

We next ranked the 133 differential expressed genes according to two criteria: the specificity ratio, defined by the normalized mean expression within the population of interneurons at P10 compared with the expression across other populations (Kryuchkova-Mostacci and Robinson-Rechavi, 2017), and the transcript expression levels in interneurons at P10 (Figure 1C). 

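Tac1 had the highest specificity for IN P10, and Sst, which encodes the peptide somatostatin, the highest signal. For the specificity ratio, the mean log2 signal of each group was converted to the linear scale. The IN P10 value was then divided by the sum over the 4 groups. This ratio was 92.0% for Tac1 and 68.9% for Sst, whose log2 signal in IN P10 was 14.03 ± 0.06 (SD, n = 3). The paper's text does not print how both criteria were joined, so each was ranked within the 155 probe sets and the ranks were added. Tac1 then ranked 1, Sst 2 and Lgals1, with 81.2%, 3. Rbp4, with 83.6%, and Slc32a1, which encodes the vesicular GABA transporter, with 65.4%, shared rank 5. Of the 20 genes of Figure 1C, chosen on these arrays, 14 were among the first 20 by rank sum, 16 by specificity alone and 6 by signal alone, and the last of them, Hpse, ranked 48. Their specificity ratio was 65.4% to 92.0%, against a median of 53.4% in the whole set, and 10 of the 20 were also called higher in IN P0 than in Pyr P0. Among the other genes of Figure 1C, Th, which encodes the enzyme tyrosine hydroxylase, was higher by 3.02 on the log2 scale than in IN P0 and by 3.07 than in Pyr P12. Ret, which encodes a receptor for ligands of the GDNF family, had 2.69 and 2.76, Igf1, which encodes a growth factor, 2.01 and 3.23, and Pcp4l1, 3.46 and 3.28. Grin2d, which encodes an NMDA receptor subunit enriched in interneurons, ranked 8 and is not printed in Figure 1C, with 1.71 and 2.81. Cnp, which ranked 12, and Gjc3, which ranked 43, belong to the myelinating oligodendrocyte list.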

On the basis of these criteria, one of the first candidate genes was the serine/threonine kinase *Nek7*, which encodes a protein involved in microtubule dynamics (Cohen et al., 2013) (Figure 1C). qPCR experiments confirmed these findings (Figures S3A–S3D). Moreover, we found that half of *Nek7*-expressing cells are putative PV+ cells at P10 (52.4 ± 7.6%; Figures 1D and 1F) and that *Nek7* was expressed in a subpopulation of these cells (40.6 ± 2.8%; Figures 1D and 1G). 

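Nek7, which encodes a serine/threonine kinase that acts on microtubules, was 12.6-fold higher in interneurons at P10 than at P0. Its log2 signal (probe set 10358259) rose from 7.94 ± 0.06 (SD, n = 3 arrays) in IN P0 to 11.59 ± 0.14 in IN P10, a log2 fold change of 3.65 (SE 0.08, adjusted p = 1.54e-12). Against Pyr P12, where Nek7 was not above background, it was at least 18.7-fold higher in IN P10 (adjusted p = 3.11e-13), and each IN P10 array exceeded each other array. The specificity ratio of Nek7 was 85.6%, the second highest of the set, its signal in IN P10 ranked 25, and its summed rank was 4. Group means at background enter this ratio (Nek7 and Tac1 in both pyramidal groups, Hapln1 in all 3 other groups), so the order of the highest ratios rests in part on the floor of the arrays. Nek7 ranked 4 when any of the 12 arrays was left out. It leaves the ranked set with no fold threshold, through a difference between Pyr P12 and Pyr P0. It also leaves when probe sets higher in IN P0 than in Pyr P0 are left out. Both exits rest on pyramidal array values of Nek7 that were not above background. In limma and in SAM, the other 9 measured members of the NEK kinase list were not called in either comparison (9 of 9 not called; at an unadjusted p under 0.05, 1 was higher and 1 lower than in IN P0, and 1 higher and 4 lower than in Pyr P12). From the specificity and the level of expression in interneurons at P10, the paper concludes that Nek7 is among the first candidates, and from its enrichment in PV+ cells and its rise after birth it proposes a part in the morphological differentiation and network integration of these cells.

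**Figure D3:**
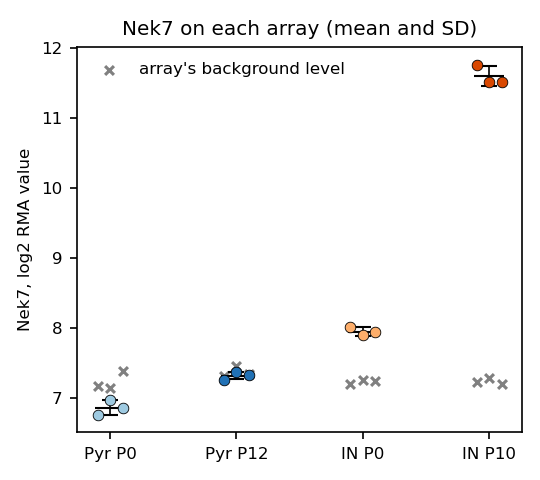
Log2 RMA value of Nek7 (y axis) on each array of the 4 groups (x axis), with points for arrays, bars for the mean and SD and crosses for the background level of each array. The IN P10 arrays, with a mean of 11.59, lie above all other arrays, and the pyramidal arrays lie at or under their background levels.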

We confirmed that the expression of *Nek7* was predominantly in PV+ interneurons at P30 (PV+, 77.0 ± 2.7%; Figures 1E and 1F; SST+, 10.2 ± 0.5%; Figures S3E–S3G) and that a large number of PV+ cells express *Nek7* (60.9 ± 2.0%; Figures 1E and 1G). Our observations are consistent with those of other studies showing that the majority of PV+ interneurons express *Nek7* transcripts (Nakajima et al., 2014, Tasic et al., 2016). Within the PV population, we found that the percentage of NEK7+ PV+ cells was significantly higher in layer VI than in other layers (Figures S4A and S4B). We did not find any correlation with the soma size or with the levels of PV, consistent with the previously reported expression of the kinase in all PV clusters (Figures S4C–S4E; Tasic et al., 2016). These results reveal that *Nek7* is a gene highly enriched in PV+ interneurons and upregulated during postnatal development, which suggests that it might play a role in the morphological differentiation and network integration of PV+ cells.

### *Nek7* Knockdown Accelerates Microtubule Dynamics and Alters Axon Steering

NEK7 has been shown to mediate microtubule-dependent processes in both dividing and non-dividing cells (Fry et al., 2012, Kim et al., 2007, Yissachar et al., 2006), probably through the regulation of microtubule dynamics (Cohen et al., 2013). Because microtubule dynamics are essential for axon and dendrite development in neurons (Conde and Cáceres, 2009, Dent et al., 2011, Gordon-Weeks, 2004, Kalil and Dent, 2014), we hypothesized that NEK7 could also regulate microtubule dynamics during the maturation of interneurons. Indeed, NEK7 was enriched in the central domain of interneuron growth cones, a subcellular compartment often populated by highly dynamic microtubules (tyrosinated microtubules) (Dent and Kalil, 2001) (Figure S5). To test this hypothesis, we explored the dynamic behavior of microtubules as reported by the plus-end-binding protein 3 (EB3) using *in vitro* time-lapse imaging (Stepanova et al., 2003). Similarly to *in vivo*, *Nek7* expression was also increasing during axonal development *in vitro* (Figure S3D). To downregulate the expression of *Nek7*, we engineered a Cre-dependent conditional vector expressing a short hairpin RNA (shRNA) against *Nek7* along with the fluorescent marker mCherry as a reporter of recombination (Figure 2A). We assessed the ability of *Nek7* shRNA to decrease *Nek7* levels *in vitro* in HEK cells expressing exogenous full-length *Nek7* (Figures S6A and S6B). To visualize local microtubule polymerization, we co-transfected *Nkx2-1Cre* primary cortical cultures at 7 days *in vitro* (DIV) with Cre-dependent plasmids for *Nek7* or a control shRNA and a plasmid encoding *EB3-YFP* (Figure 2A). Although *Nkx2-1Cre* does not exclusively drive recombination in PV+ cells (Maroof et al., 2010), it allows the recombination of the conditional constructs when the axons are still highly dynamic. We observed that downregulation of *Nek7* in interneurons increases the average speed of EB3-YFP comets compared with controls (Figures 2B–2H and Videos S1, S2, and S3). As expected, differences were observed only in a subpopulation of *Nkx2-1* growth cones, presumably in putative PV+ interneurons that normally express *Nek7* (Figure 2I). We confirmed that the abnormal microtubule behavior was specifically caused by Nek7 knockdown, because we rescued the average speed of EB3-YFP comets with dual infections of *Nek7* shRNA with an shRNA-resistant full-length NEK7 (m*Nek7*; Figures 2D, 2G, and 2H).

**Figure 2:**
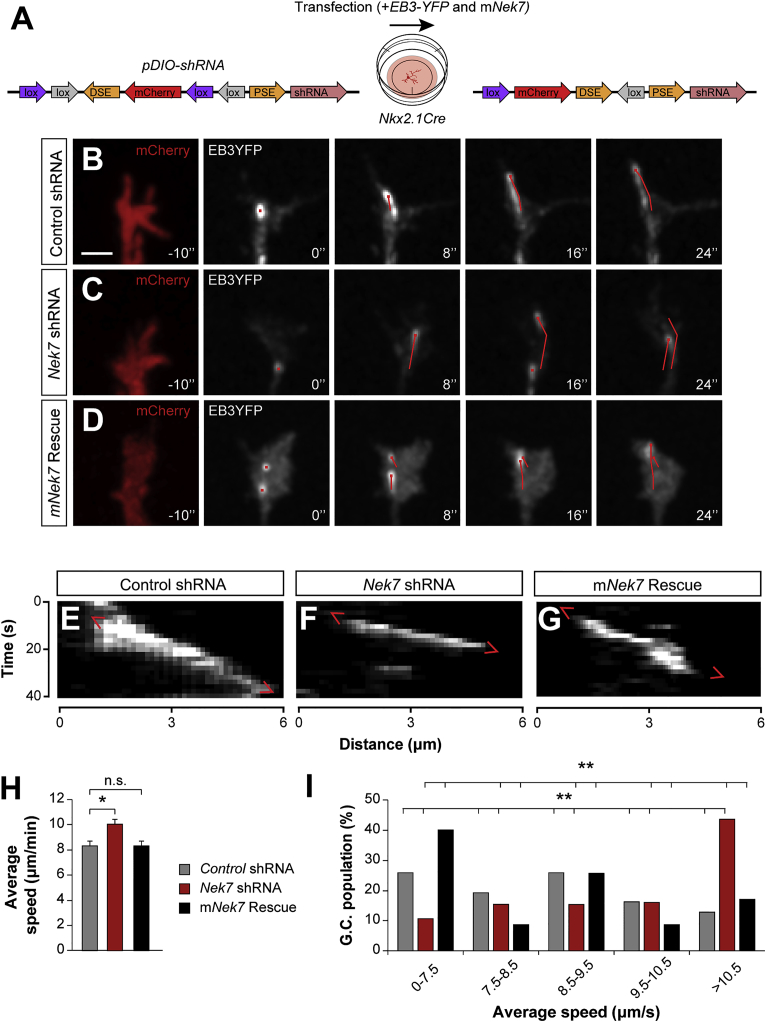
*Nek7* Knockdown Accelerates Microtubule Growth (A) Diagram of the Cre-dependent constructs expressing *mCherry* and shRNA. The plasmids were co-transfected with *EB3-YFP*, and m*Nek7* for the rescue, in primary cortical cultures from *Nkx2-1Cre* mice at 4 DIV, and axons were recorded at 7 DIV. (B–D) Confocal Z projection frames from control shRNA (B), *Nek7* shRNA (C), and rescue with m*Nek7* (D) *Nkx2-1Cre* growth cones expressing mCherry (red, before the time-lapse) and EB3-YFP (gray, time-lapse). The path of EB3-YFP comets is tracked with a red line. Scale bar represents 2 μm. (E–G) Kymographs of EB3 comets in control (E), *Nek7* shRNA (F), and rescue (G) growth cones showing their existence time as a function of distance. (H and I) Average speed (H) and speed distribution of EB3 comets (I) comparing control (n = 31 growth cones), *Nek7*-depleted cells (n = 35 growth cones), and m*Nek7* rescue cells (n = 35 growth cones) from three independent cultures. All growth cones with EB3 comets were quantified. One-way ANOVA (H) and χ^2^ test (I). ^∗^p < 0.05 and ^∗∗^p < 0.01. Data are represented as mean ± SEM (H) or total cell percentage (I). See also Figures S5–S7 and Videos S1, S2, and S3.

Video S1. Microtubule Dynamics in a Growth Cone Expressing Control shRNA, Related to Figure 2 The path of EB3-YFP comets is tracked with a red line.

Video S2. Microtubule Dynamics in a Growth Cone Expressing Nek7 shRNA, Related to Figure 2 The path of EB3-YFP comets is tracked with a red line.

Video S3. Microtubule Dynamics in a Growth Cone Expressing mNek7, Related to Figure 3 The path of EB3-YFP comets is tracked with a red line.

To examine whether the deficits in microtubule growth led to alterations in axon development, we explored the dynamic behavior of axons *in vitro* (Figure 3; Videos S4, S5, and S6). Although axon growth speed was similar between control and *Nek7* shRNA-expressing neurons, we observed that *Nek7*-depleted growth cones have increased turning angles compared with controls, which suggested a meandering behavior (Figures 3B–3F). This abnormal turning angle was also rescued by expressing m*Nek7* in interneurons (Figures 3D–3F). As before, differences in growth cone turning were observed only in a subpopulation of *Nkx2-1* neurons, most likely the *Nek7*-expressing PV+ interneurons (Figure 3G). Together, these results demonstrate that NEK7 regulates microtubule dynamics and axon steering in interneurons.

**Figure 3:**
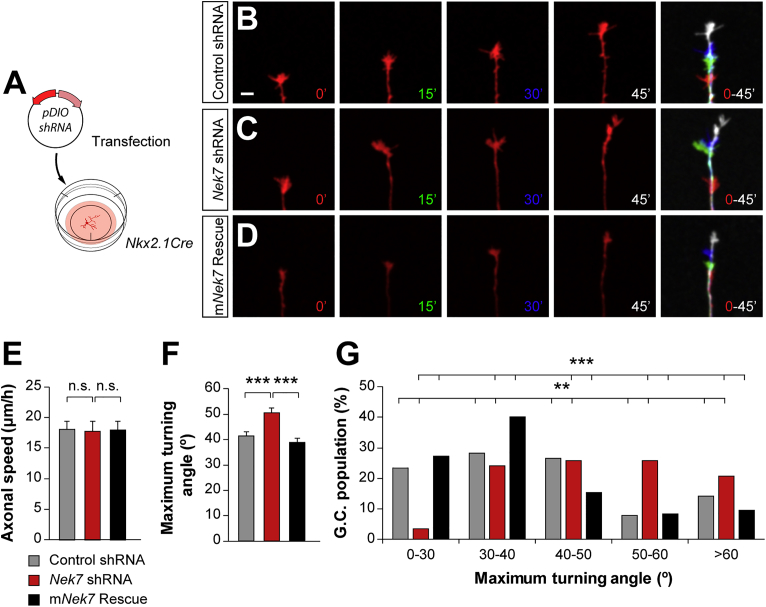
*Nek7* Depletion Impairs Axonal Growth Cone Dynamics *In Vitro* (A) Schematic of experimental design with the Cre-dependent plasmids transfected in *Nkx2-1Cre* primary cortical cultures at 4 DIV and axons recorded at 7 DIV. (B–D) Confocal Z projection frames from axons expressing control (B), *Nek7* shRNA (C), and m*Nek7* rescue (D). The last frame in the sequence shows superimposed images of the frames t = 0 min (red), t = 15 min (green), t = 30 min (blue), and t = 45 min (white). Scale bar represents 5 μm. (E–G) Axonal speed (E), average of growth cone maximum turning angle (F), and its distribution (G) from cells expressing control shRNA (n = 64 growth cones), *Nek7* shRNA (n = 59 growth cones), and m*Nek7* (n = 85 growth cones) from three or four independent cultures. All growth cones increasing in length were quantified. Kruskal-Wallis test, pairwise comparisons (E and F), and χ^2^ test (G). Data are represented as mean ± SEM (E and F) or total cell percentage (G). ^∗∗^p < 0.01 and ^∗∗∗^p < 0.001; n.s., not significant. See also Figures S6 and S7 and Videos S4, S5, and S6.

Video S4. Growth Cone Dynamics in an Axon Expressing Control shRNA, Related to Figure 3 The angle of the mCherry-labeled axon is tracked with a red line.

Video S5. Growth Cone Dynamics in an Axon Expressing Nek7 shRNA, Related to Figure 3 The angle of the mCherry-labeled axon is tracked with a red line.

Video S6. Growth Cone Dynamics in an Axon Expressing mNek7, Related to Figure 3 The angle of the mCherry-labeled axon is tracked with a red line.

### NEK7 Function Is Required for the Morphological Development of Interneurons

Our previous results suggest that microtubule dynamics and axonal behavior in interneurons seem to depend on NEK7 function. Because interneuron axonal arbors are highly branched and convoluted (Dumitriu et al., 2007, Jiang et al., 2015, Tremblay et al., 2016), defects in axon dynamics may affect normal axonal morphology in these cells. To test whether NEK7 is required for interneuron axonal arborization, we transfected primary cortical cultures obtained from *Nkx2-1Cre* mice with control or *Nek7* shRNA expression vectors and compared the morphology of axonal arbors in both conditions (Figure 4A). We found that the average neurite length was significantly decreased in interneurons with *Nek7* knockdown compared with controls (Figures 4B–4E). As for other parameters, the reduction in neurite length was restricted to a fraction of the cells, presumably PV+ interneurons (Figure 4F). We found that axon complexity and the number of branches were also decreased in interneurons expressing *Nek7* shRNA compared with controls (Figures 4B, 4C, and 4G–4I). Consistently, the total neurite length, complexity, and axonal branches were rescued by m*Nek7* expression in interneurons (Figures 4D–4I). Our results demonstrate that NEK7 regulates different aspects of axon development in interneurons.

**Figure 4:**
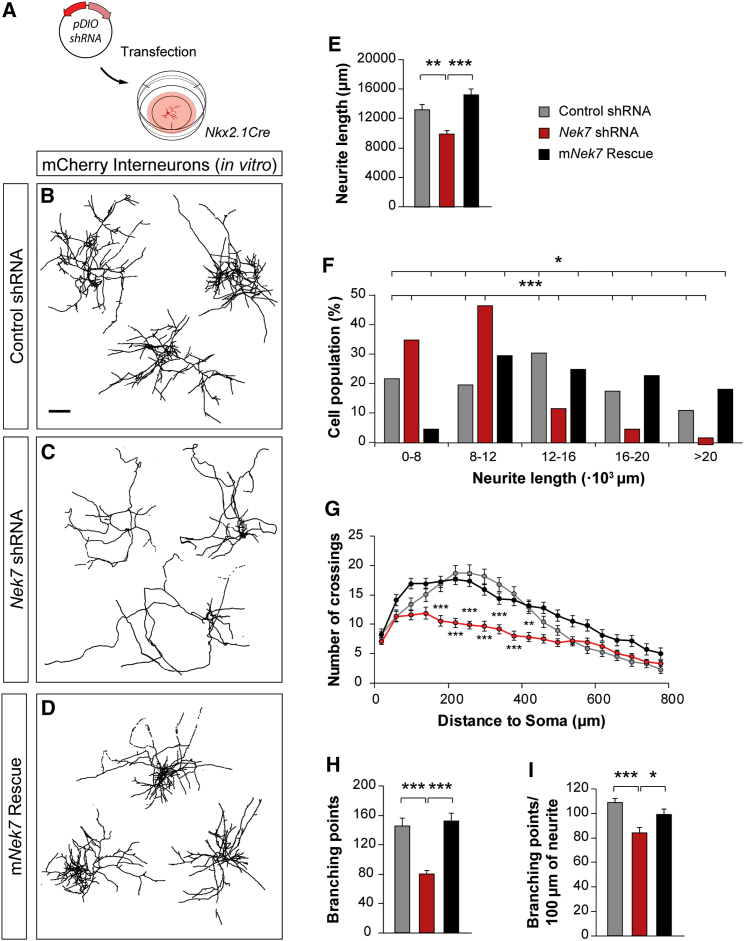
Loss of NEK7 Alters Interneuron Morphology *In Vitro* (A) Schematic of experimental design. *pDIO-shRNA* was transfected in *Nkx2-1Cre* primary cortical cultures. (B–D) Confocal Z projections of *Nkx2-1Cre* interneurons from cortical cultures transfected with control shRNA (B), *Nek7* shRNA (C), and m*Nek7* for rescue (D) expressing mCherry. The cells were automatically reconstructed and masked in black at 12 DIV. Scale bars represent 200 μm. (E–I) Average of total neurite length (E) and its distribution (F), Sholl analysis (G), total branching points (H), and branching points per unit length (I) of control shRNA (n = 47), *Nek7* shRNA (n = 45), and rescue (n = 46) transfected neurons from three or four independent cultures. All imaged cells were quantified. Kruskal-Wallis test, pairwise comparisons (E, H, and I), χ^2^ test (F), and two-way ANOVA with Bonferroni correction (G). ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001. Data are represented as mean ± SEM. See also Figures S6 and S7.

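Nek7 was not above the background of olfactory and vomeronasal receptor genes on any of the 6 pyramidal arrays. Its log2 signal was 6.86 ± 0.10 (SD, n = 3) in Pyr P0 and 7.32 ± 0.05 in Pyr P12. No difference between these groups is given, since both lie at background. At P0, interneurons already had at least 1.65-fold more Nek7 signal than pyramidal cells (adjusted p = 9.76e-08). Other NEK kinases did give signal in pyramidal cells. Nek6, a mitotic kinase and the closest relative of Nek7, had 9.78 ± 0.10 in Pyr P0 and 10.23 ± 0.08 in Pyr P12, and Nek9, the kinase that activates both, 10.83 ± 0.02 and 10.42 ± 0.03. Neither was called different between IN P10 and Pyr P12, with a log2 fold change of -0.31 for Nek6. Nek5, Nek10 and Nek11 were not above background in any group. An array signal at background does not exclude a low level of transcript.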

Given that pyramidal cells do not expressed NEK7 (Figures 1C, S3A, and S3B), we wondered whether NEK7 was sufficient to modify microtubule dynamics and axonal development if expressed ectopically in pyramidal cells. Specific overexpression of *Nek7* in pyramids showed similar microtubule dynamics, axonal behavior, and morphology as control pyramidal cells (Figure 5). Altogether, our findings reveal that NEK7 is part of an interneuron-specific molecular program orchestrating axon development.

**Figure 5:**
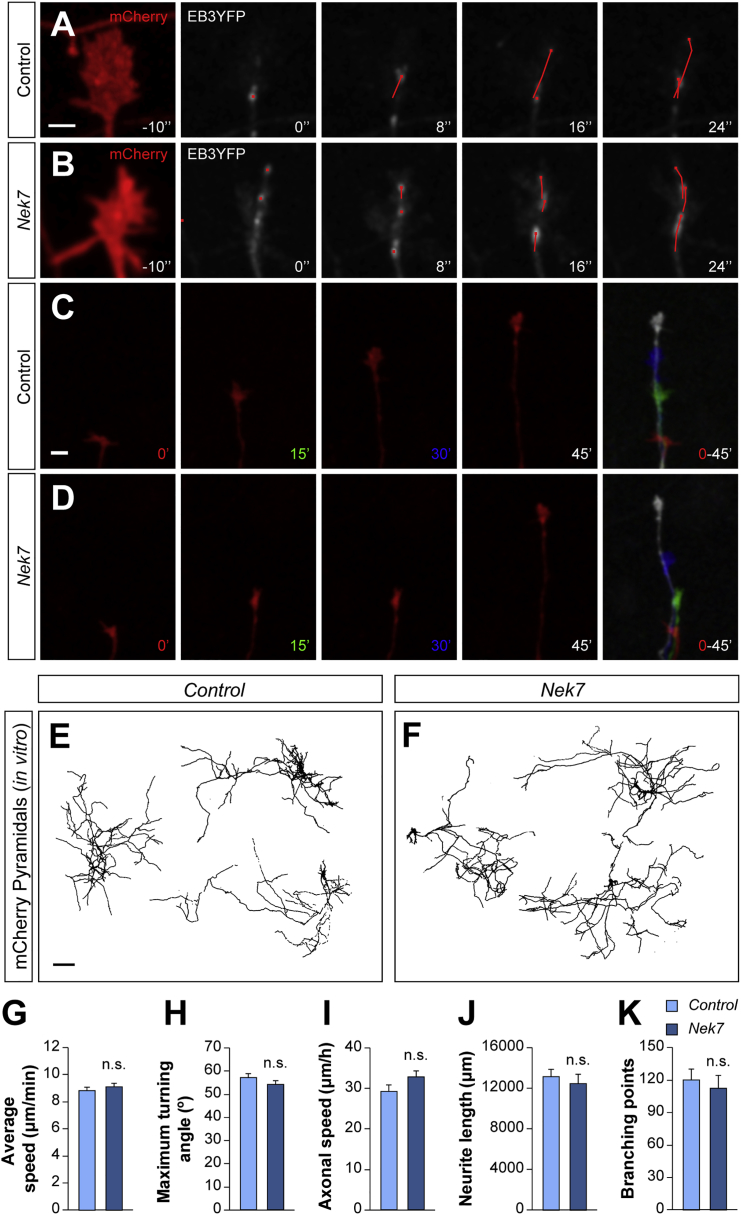
*Nek7* Overexpression in Pyramids Does Not Alter Their Axonal Development (A and B) Confocal Z projection frames from *NexCre* growth cones expressing mCherry (red, before the time-lapse), EB3-YFP (gray, time-lapse), and m*Nek7* in the *Nek7* condition. Control (A) and m*Nek7* (B). The path of EB3-YFP comets is tracked with a red line. (C and D) Confocal Z projection frames from *NexCre* growth cones. Control (C) and m*NEK7* (D). The last frame in the sequence shows superimposed images of the frames t = 0 min (red), t = 15 min (green), t = 30 min (blue), and t = 45 min (white). (E and F) Confocal Z projections of *NexCre* interneurons expressing mCherry. Control (E) and m*Nek7* (F). The cells were automatically reconstructed and masked in black at 8 DIV. (G) Average speed of EB3 comets comparing control pyramids (A; n = 53 growth cones) and *Nek7*-expressing pyramids (B; n = 54 growth cones) from three independent cultures. (H and I) Average of growth cone maximum turning angle (H) and axonal speed (I) from control pyramids (C; n = 73 growth cones) and *Nek7*-expressing pyramids (D; n = 74 growth cones) from three independent cultures. (J and K) Neurite length (J) and branching points (K) comparing control pyramids (E; n = 44 cells) and *Nek7*-expressing pyramids (F; n = 38 cells) transfected neurons from three independent cultures. One-way ANOVA (G and I) and Mann-Whitney test (H, J, and K). n.s., not significant. Data are represented as mean ± SEM. Scale bars represent 2 μm (A and B), 5 μm (C and D), and 200 μm (E and F).

### Kinase-Dependent and Kinase-Independent Functions of NEK7 in Axon Development

NEK7 is a serine/threonine kinase with a highly conserved catalytic domain (Haq et al., 2015, O’Connell et al., 2003). To examine whether the catalytic activity of NEK7 was required for microtubule dynamics and axon behavior, we engineered a Cre-dependent *Nek7* kinase-dead mutant (*Nek7* KD) that was transfected in primary cultures as described above. We found that the NEK7 kinase-dead mutant did not rescue the microtubule dynamics and growth cone turning from *Nek7* knockdown, showing that they depend on the catalytic activity of NEK7; intriguingly, neurite length and branching points were rescued (Figure S7). These different rescue outcomes could be explained by previously reported residual activity of the kinase-dead mutant (O’Regan and Fry, 2009) or by a secondary function of NEK7 independent of its kinase activity.

### PV+ Interneuron Axon Complexity and Wiring Require NEK7 Function *In Vivo*

To investigate whether NEK7 regulates PV interneuron axon development *in vivo*, we introduced Cre-dependent conditional vectors expressing *Nek7* shRNA or control shRNA in adeno-associated viral vectors (AAV) and validated the ability of *Nek7* shRNA to knockdown *Nek7* levels *in vivo* (Figures S6C–S6G). We next performed *in utero* ventricular viral injections in *Lhx6Cre* mice (Figure 6A), which allow a sparse infection of the virus to efficiently target isolated PV+ cells for subsequent reconstruction of their neurite arbor labeled with mCherry (Figures 6B and 6C). We found that the total neurite length of *Nek7*-knockdown cells was reduced compared with control neurons (Figures 6D–6F). In addition, we observed a consistent decrease in neurite complexity in the distal neurites (Figures 6D, 6E, and 6G). Because PV+ cell dendrites are simpler compared with their axons (Ascoli et al., 2008), the observed morphological deficits were likely illustrating an impaired axon development. In contrast to our *in vitro* data, axonal branching parameters were similar between conditions (Figures 6H and 6I). Altogether, these findings demonstrate that NEK7 is required for the normal development of PV+ interneuron axonal arbor.

**Figure 6:**
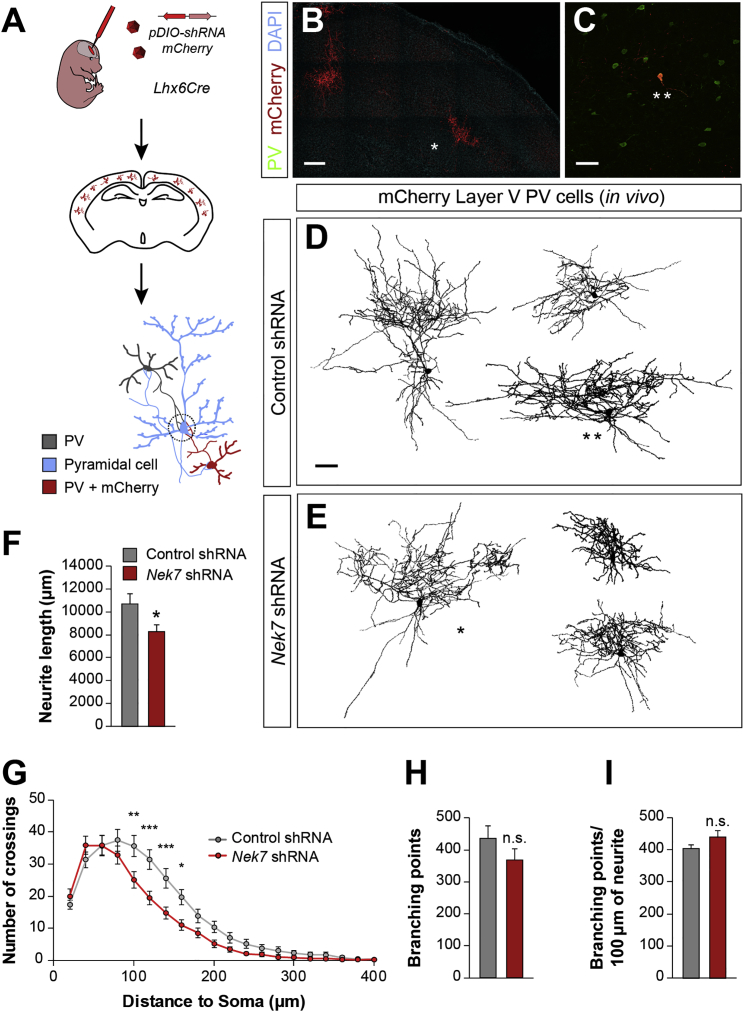
Loss of NEK7 Causes Abnormal PV+ Neuronal Morphology *In Vivo* (A) Schematic of experimental design. Cre-dependent AAVs expressing shRNA and the fluorescent marker mCherry were injected in E15.5 *Lhx6Cre* mice *in vivo*. (B and C) Targeted mCherry+ interneurons (B) that were PV+ (C) were selected for the analysis. (D and E) Confocal Z projections of PV+ interneurons expressing control shRNA (D) and *Nek7* shRNA (E) reported by mCherry. The cells were automatically reconstructed and masked in black from layer V of somatosensory cortex at P21. (F–I) Average of total neurite length (F), Sholl analysis (G), total branching points (H), and branching points per 100 μm of neurite (I) of control shRNA (n = 30 PV+ neurons, from 10 mice) and *Nek7* shRNA (n = 27 PV+ neurons, from 8 mice) infected neurons. One-way ANOVA (F, H, and I) and two-way ANOVA with Bonferroni correction (G). ^∗^p < 0.05, ^∗∗^p < 0.01, and ^∗∗∗^p < 0.001; n.s., not significant. Data are represented as mean ± SEM. Scale bars represent 200 μm (B) and 50 μm (C–E). See also Figure S6.

There is a strong correlation between axon development and synapse formation. Indeed, the growth of axonal arbors seems largely dictated by the formation of stable synaptic contacts (Alsina et al., 2001, Meyer and Smith, 2006, Ruthazer et al., 2006), and changes in the axonal arborization will influence the number of presynaptic inputs (Rico et al., 2004). To test whether the lack of NEK7 causes synaptic deficits, we first quantified the density of PV+ synaptic terminals (containing synaptotagmin 2, SYT2+ boutons) (Sommeijer and Levelt, 2012) in reconstructed PV+ cell arbors (Figure 7A). We found that PV+ interneurons lacking NEK7 had a lower density of SYT2+ synaptic boutons compared with control conditions (Figures 7B–7D). This result suggested that NEK7-deficient PV+ axons form fewer synaptic terminals than control interneurons.

**Figure 7:**
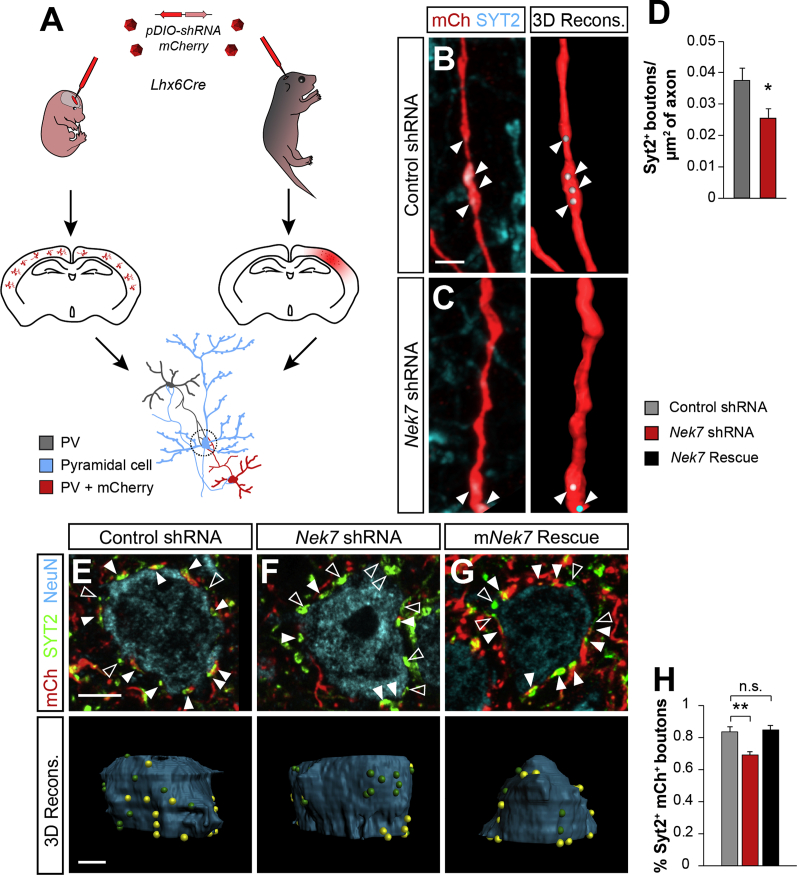
*Nek7* Knockdown Decreases PV+ Interneuron Outputs (A) Schematic of the experimental design. Cre-dependent virus expressing shRNA and the fluorescent marker *mCherry* were injected in E15.5 (left) and P3 (right) *Lhx6Cre* mice *in vivo*. Boutons co-stained with SYT2 and mCherry were quantified either inside PV+ arbors or onto NeuN+ somata. (B and C) Confocal Z projections and Imaris 3D reconstructions showing control shRNA (B) and *Nek7* shRNA (C) infected PV+ cells expressing mCherry (red) in axons containing SYT2+ boutons (blue). (D) SYT2+ bouton density per unit area of neurite comparing control shRNA (n = 24 PV+ neurons from four mice) and *Nek7* shRNA (n = 22 PV+ neurons from six mice). Student’s t test. (E–G) Confocal images and 3D Imaris reconstructions showing mCherry+ (red), SYT2+ (green) synaptic boutons from infected PV+ cells expressing control shRNA (E), *Nek7* shRNA (F), and *Nek7* shRNA with m*Nek7* for rescue (G) contacting pyramidal cells NeuN+ (blue). SYT2+ mCherry+ (filled arrowheads, yellow spheres), SYT2+ mCherry− (open arrowheads, green spheres). (H) Percentage of SYT2+ mCherry+ somatic boutons contacting the pyramidal cells normalized to the percentage of PV+ cells infected in the area, comparing shRNA (n = 182 PV+ neurons from seven mice), *Nek7* shRNA (n = 200 pyramidal cells from six mice), and m*Nek7* (n = 109 pyramidal cells from four mice). Kruskal-Wallis test, pairwise comparisons. ^∗^p < 0.05 and ^∗∗^p < 0.01; n.s., not significant. Data are represented as mean ± SEM. Scale bars represent 2 μm (B and C) and 5 μm (E–G). See also Figure S6.

Next, we investigated whether abnormal axon and synaptic terminal development may affect the final wiring of PV+ interneurons. To this end, we assessed the connectivity between PV+ interneurons and pyramidal cells by carrying out postnatal infections to target a large number of interneurons, as previously described (Favuzzi et al., 2017) (Figure 7A). We quantified SYT2+ boutons from mCherry+ targeted PV+ cells contacting NeuN+ somata. We observed that the percentage of PV+ cells infected in the area was linearly correlated with the percentage of SYT2+/mCherry+ boutons (Figure S6H), and we therefore normalized the number of mCherry+ boutons on each pyramidal cell soma to the percentage of infected PV+ cells in the area to compare across samples. We found a consistent decrease in the percentage of SYT2+/mCherry+ boutons in *Nek7*-knockdown interneurons compared with controls (Figures 7E–7H). The synaptic phenotype was consistently restored by m*Nek7* (Figures 7G, 7H, S6I, and S6J). Taken together, these results reinforce the notion that *Nek7* depletion from PV+ interneurons causes defects in axonal arborization and altered synaptic connectivity.

## Discussion

During postnatal development, pyramidal cells and interneurons undergo extraordinarily divergent transformations in their morphologies. Pyramidal cell dendrites acquire a very stereotyped polarity and complexity, and pyramidal cell axons follow a near-linear path toward their long-range targets (Spruston, 2008, Stepanyants et al., 2004). In contrast, interneuron dendrites are less elaborated than those of pyramidal cells, but their axonal arbors have a remarkably tortuous outgrowth to form dense networks of local connections (Jiang et al., 2015, Stepanyants et al., 2004). Although these morphological differences are very evident, little is known about the molecular mechanisms underlying their divergent development. In this study, we addressed this question by carrying out a high-throughput genetic screen to identify differentially expressed genes during the wiring of GABAergic interneurons, highlighting the kinase NEK7 as a regulator of PV+ interneuron connectivity. Loss of NEK7 from putative PV+ cells alters the dynamics of both microtubules and growth cones and causes an abnormal axonal arborization and a reduction in the number of PV+ synaptic inputs impinging onto pyramidal cells. Altogether, our results unveil a specific molecular mechanism by which the microtubule-associated kinase NEK7 instructs the wiring of PV+ interneurons.

Several transcriptome analyses in the mouse cerebral cortex have previously defined the molecular profiles of mature glutamatergic pyramidal cells and GABAergic interneurons (Sugino et al., 2006, Tasic et al., 2016). However, information is missing about the developmental emergence of the molecular programs that define the profound morphological and functional characteristics that distinguish pyramidal cells and interneurons. An elegant forward genetic screening *in vitro*, aiming to identify differentially expressed genes between glutamatergic and GABAergic neurons during synaptogenesis, described mostly common mediators for both types of synapses rather than specific regulators of each type (Paradis et al., 2007). Our study unveils a set of 133 genes enriched in interneurons during axon development and synapse formation *in vivo*. The validation of NEK7, one of the most prominent candidates, as a regulator of interneuron axon development supports our approach to identify molecules involved in GABAergic wiring, thus providing a solid database to further expand this analysis to other candidate genes.

NEK7 has been previously involved in the formation of microtubule-based structures and the regulation of microtubule dynamics in cell lines and fibroblasts (Cohen et al., 2013, Kim et al., 2007, O’Regan and Fry, 2009, Salem et al., 2010, Yissachar et al., 2006). Specifically, loss of NEK7 decreases the growth and catastrophe rates of the microtubules in these cells (Cohen et al., 2013). In the cerebral cortex, *Nek7* transcripts are expressed mainly in PV+ interneurons, which are characterized by very complex and unique axonal arbors (Dumitriu et al., 2007, Jiang et al., 2015, Tremblay et al., 2016). As in non-neuronal cells, NEK7 also regulates microtubule dynamics in PV+ interneurons and, as a consequence, axon development. Interestingly, we have found that not only is the expression of *Nek7* specific to interneurons in the cerebral cortex, but its exogenous overexpression in pyramidal cells is not sufficient to change microtubule dynamics and axonal development in this population (Figure 5). This suggests that NEK7 is part of a broader molecular program present in interneurons but not in pyramidal cells. Further studies will be required to elucidate the molecular mechanisms by which NEK7 mediates microtubule dynamics in PV+ interneurons.

The motility and growth of axons in response to extracellular cues require precise interactions between the actin and microtubule cytoskeletons (Conde and Cáceres, 2009, Geraldo and Gordon-Weeks, 2009, Kalil and Dent, 2014). Although actin polymerization is the driving force of axon protrusion, it is only when microtubules invade the filopodia that those become axonal branches. Thus, changes in microtubule dynamics can alter the development of the axon (Conde and Cáceres, 2009). Consistent with this idea, we found that *Nek7* knockdown impairs microtubule dynamics, which leads to axons with altered growth cone steering.

Intriguingly, although microtubule dynamics and axonal behavior depend on NEK7 kinase activity, the arborization phenotype seems to be kinase independent. It is plausible that higher levels of the protein expressed by transfection together with its residual kinase activity (O’Regan and Fry, 2009) may not be sufficient to increase microtubule dynamics and axonal growth but could compensate the morphological phenotype after several DIV. Alternatively, NEK7 may contribute to the final formation of the axonal arbor through a molecular mechanism independent of its kinase activity, as kinase-independent interactions of NEK7 have been previously described (He et al., 2016). Future experiments targeting the dead-kinase domain at the endogenous locus will shed light on this interesting phenomenon.

We observed a decrease in the synaptic connections of PV+ interneurons onto pyramidal cells that might be independent of the length of the axons. Supporting this idea, synaptic structure and function are also sensitive to changes in microtubule dynamics (Roos et al., 2000). It is also plausible that shorter and misrouted axons with less elaborated arbors, as observed in NEK7-deficient PV+ cells, may have fewer opportunities to reach all the appropriated pyramidal cell targets to form synapses.

The precise function of NEK7 in microtubule dynamics and axonal wiring, together with its specific expression in PV+ cells, suggests that interneurons use specific mechanisms for axon growth and synaptic targeting that are not present in other cortical cells, including pyramidal cells. Compared with the axons of their neighboring pyramidal cells, cortical interneuron axonal paths are more tortuous and form a greater number of crossings with their synaptic targets (Huang et al., 2007, Stepanyants et al., 2004, Wierenga et al., 2008). An attractive explanation for these observations is that the assembly of GABAergic synapses might be mainly the outcome of the exploratory behavior of axons driven by a unique molecular program that is absent in pyramidal cells. It is tempting to speculate that a collection of proteins such as NEK7 confers unique behaviors to the PV+ axons that allow them to increase their axonal arbor complexity and their efficiency to establish specific connections with the highest possible number of neighbor pyramidal cells.

## Experimental Procedures

### Mice

Animal procedures were approved by ethical committees (IN-CSIC and King’s College London) and conducted in accordance with Spanish and European Union regulations and Home Office personal and project licenses under the UK Animals (Scientific Procedures) 1986 Act. All the experiments *in vivo* were performed in males, and gender was not distinguishable for primary cultures.

### FACS, Microarrays, and qPCR

Neurons expressing GFP were isolated by FACS (FACSAria II; BD Biosciences) and snap-frozen in liquid nitrogen to be kept at −80°C. Total RNA for microarray analysis and qPCR was extracted and purified using the RNeasy Micro extraction kit (QIAGEN) and Tri-reagent extraction method (Sigma-Aldrich) following the manufacturers’ instructions and hybridized to Mouse Gene 1.0 ST Array (Affymetrix).

Microarray fluorescence intensity data were analyzed using the R package BioConductor (Ihaka and Gentleman, 1996). Normalization was carried out with the algorithm Robust Multiarray Average (RMA). Finally, statistical significance for differential expression between the samples (IN P10 versus IN P0, PyrP12 versus Pyr P0, and IN P10 versus Pyr P12) was measured using significance analysis of microarrays (SAM), selecting genes with a false discovery rate (FDR) lower than 0.05 and a fold change greater than 2. Subsequently, these lists were compared among them to obtain genes specifically expressed in IN P10. The selected candidate was confirmed by qPCR.

### DNA Constructs, Viral Production, and Viral Injections

All shRNAs, including *Nek7* shRNA, were designed using Block-iT (Thermo Fisher Scientific) against the open reading frame (ORF) sequence adding EcoRI and *AvrII* enzymatic restriction sites at the 5′ and 3′ ends, respectively. Control shRNAs were designed against *gfp* and *lacZ* gene sequences, which are absent in the mouse. shRNAs were synthetized as single-stranded DNA (ssDNA) and annealed to their complementary strand before being cloned into the *pDIO-shRNA-mCherry* vector. The engineering of the *pDIO-shRNA-mCherry* vector has been described previously (Favuzzi et al., 2017).

To generate the *shRNA*-resistant NEK7 full-length (m*Nek7*), we introduced synonymous mutations in the shRNA targeting sequence (5′GAGAGAACCGTTTGGAAATAC-3′) and added 3 × FLAG sequences as a tag at the C-terminal end of the coding sequence. The synthetic double-stranded DNA (dsDNA) sequence (Strings-GeneArt Gene Synthesis Service; Thermo Fisher Scientific) was A′-tailed and cloned into the *pGEMT*-Easy Vector (Promega) and sub-cloned, after sequence verification, into the vector *pDIO-Cheta-TdTomato* (37755; Addgene). The CDS *Cheta-TdTomato* sequence was substituted by m*Nek7* using *AscI* and *NheI*.

The coding sequence for EB3 was PCR-amplified from a plasmid kindly provided by Dr. Niels Galjart (Erasmus MC) and sub-cloned into *pILES-YFP* vector to produce the *pILES-EB3-YFP* as previously described (Geraldo et al., 2008).

To obtain isolated infected cells for morphological reconstructions, we injected 1 μL of AAVs diluted 1:30, in PBS with FastGreen 0.5%, into the telencephalic lateral ventricle of E15.5 *Lhx6Cre* embryos. To increase the yield of infection for the analysis of PV+ wiring in pyramidal cells, P3–P4 mice were anesthetized with isoflurane and placed in a stereotaxic frame. For detailed procedures, see Supplemental Experimental Procedures.

### Primary Cultures and Transfection

Cortices from *Nkx2-1Cre* or *NexCre* embryos at E17.5–E18.5 were dissected, and cells were dissociated with trypsin (1 mg/mL, 15 min at 37°C) followed by gentle mechanical trituration as described previously (Rico et al., 2004). For detailed procedures, see Supplemental Experimental Procedures.

### Immunohistochemistry, Immunocytochemistry, and *In Situ* Hybridization

Mice were anesthetized and perfused with PBS followed by 4% paraformaldehyde (PFA) in PBS. Similarly, cortical cultures were fixed in 4% PFA and 4% sucrose diluted in culture media during 20 min at 12 DIV (interneurons) or 8 DIV (pyramidal cells) for immunocytochemistry. For detailed procedures, see Supplemental Experimental Procedures.

For dual-color fluorescence *in situ* hybridization combined with immunohistochemistry, mice were perfused with 4% PFA in PBS and the dissected brains fixed overnight in the same solution. Brains were then cut at 30 μm, and free-floating coronal sections were subsequently hybridized with digoxigenin-labeled probes and antibodies as described previously (Favuzzi et al., 2017). Probe sequence against *Nek7* was obtained from the Allen Brain Atlas database (Lein et al., 2007) and amplified using the following primers: RP_050725_01_H03, 5′-CGGAGGAGCTACGACAGC-3′, 5′-TGACTATCACGCCAGGCA-3′. Nitro blue tetrazolium (NBT)/5-bromo-4-chloro-3-indolyl phosphate (BCIP) colorimetric *in situ* hybridization was performed as described previously (Flames et al., 2007).

### Image Acquisition and Analysis

Images were acquired at 1,024 × 1,024 pixel resolution, 8-bit depth, and 400 Hz in an inverted Leica TCS-SP8 confocal microscope, blind to the experimental condition. Image analysis was performed using Imaris 8.1.2 (Bitplane) after applying background subtraction and Gaussian filtering with this software. Time-lapse experiments were carried out in an incubation chamber to keep the cultures at 37°C and 4% CO_2_, and recordings were done at 7 DIV using a resonant scanner (15%) and a hybrid detector (8,000 Hz). For microtubule dynamics quantification, confocal image stacks (100×, 1.44 NA objective, digital zoom 2.2, 0.2 μm step size) were taken at 2 s intervals during 2 min and pixel resolution was reduced to 512 × 512 to increase the scanning speed. For growth cone dynamics analysis, confocal image stacks (20×, 0.5 NA objective, digital zoom 4.0, 1 μm step size) were taken at 2.5 min intervals during 1 hr.

For *in vitro* morphological reconstructions, neurons were imaged with a 20× objective (0.5 NA, digital zoom 0.75, 600 Hz, 1 μm z-step size). Conversely, *in vivo* morphologies were imaged with a 63× objective (1.4 NA, digital zoom 0.75 at 400 Hz, 0.5 μm z-step size). Although we could not confirm PV identity *in vitro* because of the early time point of the primary cultures that benefit the trace of isolated axons, we confirmed that the neuron was positive for PV *in vivo*, before any morphological reconstruction.

For synaptic bouton quantifications, the same 100× objective was used to image 10 μm z stacks from the surface of the slice. For the synapses in isolated neurons, once PV+ cells were identified, random regions of the neurite arbor targeted with a Cre-dependent *lacZ* shRNA or *Nek7* shRNA reported by mCherry were imaged, and a surface was generated with the mCherry channel.

Single plane confocal images were acquired with a 40× objective (1.3 NA, digital zoom 0.75) and cell density and colocalization quantified with the Cell Counter plug-in for ImageJ (NIH). Cells were quantified independently in the different channels and then compared to identify co-expression of two markers. The same experimental procedure was used for the *in situ* colocalizations of *Nek7*.

### Statistical Analysis

Statistical analysis was performed using SPSS software (IBM). To obtain unbiased data, experimental mice from the different conditions were processed together, and quantifications were performed blind to the experimental condition. Data were analyzed with parametric tests, Student’s t test or ANOVA, when datasets met assumptions of normality (Kolmogorov-Smirnov test) and homoscedasticity (Levene test). In ANOVA, this was followed by Bonferroni post hoc analysis for comparisons of multiple conditions. Non-parametric tests for independent groups were applied when normality was not met (Mann-Whitney, Kruskal-Wallis). For the Kruskal-Wallis test, the Dunn-Bonferroni post hoc test was used for comparison of multiple samples. Sholl analysis data were analyzed using two-way ANOVA with Bonferroni correction. Finally, the Mantel-Haenszel χ^2^ test was used to compare the population distributions. Data are expressed as mean ± SEM. Population distributions are expressed as total cell percentages. Differences were considered statistically significant at p < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

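Gene expression was measured on Affymetrix mouse gene arrays in GFP-labelled cells sorted from mouse cortex. The samples were pyramidal cells at P0 and P12 and interneurons at P0 and P10, with 3 arrays in each of 4 groups. The authors processed the scans with RMA, which corrects for background, equalizes the distributions of the arrays by quantiles and summarizes the probes of a probe set; the log2 values used here are as deposited by the authors after these RMA steps, with 0 missing among 28192 probe sets and 12 arrays. The release of the annotation and the software versions of this step are not stated. No genome build is named with the values, so no coordinates are given.

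Probe sets were named through the platform annotation. 21640 had exactly 1 gene symbol, 1321 had several and were tested and counted but not named, and 5231 had none and were left out. Of the single-symbol probe sets, 21553 had their Entrez identifier in the RefSeq gene table of GRCm38.p6, used for names only, which changed 0 symbols. A gene with several probe sets is given by the one with the highest mean over the 12 arrays. The background level was the 95th percentile of 1208 olfactory and vomeronasal receptor probe sets on each array. A group with no array above it was read as not above background, and a fold against such a group is given as a lower bound against that level.

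The 4 groups were fitted together in limma 3.58.1 (R 4.3.3) without a block, and the adjusted p is the Benjamini-Hochberg value over 22961 probe sets from limma's moderated test. The tested contrasts were IN P10 against IN P0, Pyr P12 against Pyr P0, IN P10 against Pyr P12, IN P0 against Pyr P0, and age by population, the change from IN P0 to IN P10 minus the change from Pyr P0 to Pyr P12. Calls needed an adjusted p under 0.05 and a fold change over 2. The gene set was the overlap of probe sets higher in IN P10 than in IN P0 and than in Pyr P12, without those higher in Pyr P12 than in Pyr P0, as drawn in Figure 1B. On arrays simulated with the spread of each probe set and with 200 of 22961 probe sets changed in IN P10, 100% of changes of 3-fold and of 6-fold were called by limma and by SAM, and of changes of 1.5-fold 97.6% passed the adjusted p and 0% were called; among unchanged probe sets in 5 simulations, limma called 0 and SAM 3.

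Before the data were examined, 26 gene lists, the comparisons, the alternatives and the rule for named genes were fixed. The lists covered pan-interneuron genes, interneurons of the medial and caudal ganglionic eminences, pyramidal cells, fast-spiking maturation, oligodendrocyte precursors, myelinating oligodendrocytes, astrocytes, microglia and macrophages, endothelial cells, mural cells and fibroblasts, erythroid cells, cycling cells, dissociation stress and immediate early genes, immature neurons, axon guidance, microtubule regulators, NEK kinases, synaptic vesicle release, GABA receptors and inhibitory postsynapse, glutamate receptors, voltage-gated potassium channels, neuropeptides and peptide-binding proteins, extracellular matrix, gap junction proteins and sex-linked genes. Each list was tested against the other genes with camera at a preset correlation of 0.01, adjusted over the 26 lists, and again with an estimated correlation; of 130 results, 54 passed with the preset and 13 of these also with the estimated correlation. Their membership in the gene set was tested with a 1-sided Fisher's exact test. As an alternative to camera, fry tested each list against no change and not against the other genes. Counts adjusted over the list alone equalled those over all genes, except that 1 sex-linked gene in place of 0 was then higher in IN P0 than in Pyr P0.

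The genes named are Nek7 and those of Figure 1C, the 10 most changed in each direction of each comparison with a probe set of their own and without overlap between the groups, the 20 with the lowest rank sum, the 4 most changed of each list in each comparison, and all members of the interneuron, pyramidal, oligodendrocyte and NEK lists. The alternatives were SAM, limma on the 2 groups alone, limma-trend with robust eBayes, the replicate letter as a block, a filter on dim probe sets, all probe sets, 1 probe set per gene, centring of each array on its median, a second quantile normalization, other thresholds of fold (1.5 or none) and adjusted p (0.01), and leaving out each array. SAM was written for this purpose, with all permutations of the labels. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. In situ hybridization, qPCR and imaging were not analysed here.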

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

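The tests on the array that holds the highest values and on the general admixture of other cells were chosen after the results were seen, and those on splits of the arrays and on Mbp before.

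The change with age differed between the populations for 1117 probe sets in the test of age by population, with older ages that are not the same (P10 and P12). Besides Nek7 (3.19 on the log2 scale), the change was higher in interneurons for Npy (4.73), Tac1 (4.13), Lgals1 (3.77), Hapln1 (3.73), Ptprz1 (3.36), Sema3c (3.36), Crhbp (3.35), Kif26b (3.34, and 2.60 by its other probe set), Lpl (3.34) and Cldn1 (3.31). It was lower in interneurons for Cacng3 (-3.94), Pamr1 (-3.91), Gfra2 (-3.91), Egr1 (-3.80), Slc1a2 (-3.66), Cadps2 (-3.62), Brinp3 (-3.57), Nrn1 (-3.30), Ano3 (-3.22) and Atp6ap1l (-3.22). Nek7, Tac1, Hapln1, Crhbp, Cldn1, Pamr1, Nrn1, Ano3 and Atp6ap1l were not above background in at least 1 group, so their values are differences of array values against a floor and not sizes of change. Npy, a neuropeptide gene, differed through pyramidal cells, where its log2 signal was 13.13 ± 0.08 (SD, n = 3) at P0 and 9.12 ± 0.15 at P12. Slc1a2, which encodes a glutamate transporter best known from astrocytes, rose in Pyr P12 against Pyr P0 by 4.17, and Egr1, an immediate early gene, by 2.46.

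The comparison of IN P0 with Pyr P0, which the paper does not report, gave 436 probe sets higher and 399 lower. In the comparisons of 3 arrays against 3, the 6 arrays can be split in 10 ways, too few for a share under 0.05. Only 1 split, the real one, reached the real count in each of the 4 comparisons, with 1616 probe sets in IN P10 against IN P0 (highest other split 0), 2103 in Pyr P12 against Pyr P0 (1), 1277 in IN P10 against Pyr P12 (0) and 835 in IN P0 against Pyr P0 (0).

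Oligodendrocyte precursor genes had a median log2 fold change of 1.66 in IN P0 against Pyr P0, and myelinating genes a median of 1.16 (1.156) in IN P10 against Pyr P12, each unchanged with genes at background set at their bound. An admixture of other cells in IN P10 that raises astrocyte genes as much as the precursor genes is argued against. Of 33 astrocyte, microglia, endothelial and mural genes above background on all IN P10 arrays, the highest log2 fold change against Pyr P12 was 0.94 (0.9388). This value, of an astrocyte gene, lay under the lower quartile of the precursor list (1.25). The microglia, endothelial and mural lists had means of 7.47, 7.36 and 7.41 in IN P10, close to background (at most 7.27 on these arrays). They therefore cannot decide on these cells in IN P10. A smaller share of astrocytes (7 of 16 genes higher and 2 lower at an unadjusted p under 0.05) or their RNA stays open. The sort for GFP would remove cells without GFP but not free RNA. In IN P0 against Pyr P0, over 29 genes, the highest astrocyte value, 0.74 (0.7364), exceeded the precursor lower quartile of 0.45. A share of astrocytes or their RNA stays open there too. The highest microglia, endothelial and mural values in IN P0, 0.34, -0.03 and 0.15, lay under that quartile. These values rest on 5, 6 and 8 genes. The means of the whole lists in IN P0, 7.39, 7.32 and 7.39, lay close to background (at most 7.25 on these arrays). They therefore cannot decide on a general admixture in IN P0. Cells of the oligodendrocyte lineage or their RNA are a candidate explanation. Of the 10 precursor genes called, 10 had their highest IN P10 value on replicate A, an array not named in advance. On it 16 of the 26 lists had their highest IN P10 mean. The gaps were 0.47 for precursor, 0.27 for myelinating, 0.17 for astrocyte, 0.10 for cycling and 0.07 for microglia genes. They were 0.04 for mural and 0.01 for endothelial genes and under 0.06 for the others. Since these non-neuronal lists were all highest on replicate A, the array test does not tell the oligodendrocyte lineage apart from a wider admixture. The sex-linked list was lowest there, at 9.42 against 9.91 on replicate B and 9.80 on replicate C. For Cnp and Gjc3 in the gene set, myelinating cells cannot be told apart from expression by the interneurons, since Mbp, an abundant myelin gene with a log2 signal of 9.61 in Pyr P12, had 0.54 and was not called, and such a high baseline would hide a small share. Joint variation of the cells' own expression, and precursors born from the Nkx2-1 lineage, which would carry GFP and pass the gate, stay open and were not tested.

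Pyramidal genes in IN P0 may come from pyramidal cells or their RNA: of the 11 called lower than in Pyr P0, 10 were above background in IN P0, and 10 of these had their highest IN P0 value on replicate B, an array not named in advance. Their mean log2 signal was 9.31 on that array, 8.78 on replicate A and 8.81 on replicate C. On replicate B 13 of the 26 lists had their highest IN P0 mean. The gaps were 0.37 for pyramidal, 0.12 for astrocyte, 0.08 for oligodendrocyte precursor and 0.06 for endothelial, mural and caudal ganglionic eminence genes. They were at most 0.08 for the other genes, so the array stands apart for more than pyramidal genes. The sex-linked list was lowest on replicate B, with a mean of 9.25 against 10.19 on replicate A and 10.13 on replicate C. Here too its members differed in direction. Eif2s3y, Kdm5d and Uty were lowest on replicate B (8.56, 8.01 and 7.15), while Xist was not (13.28 against 13.12 and 13.27). The sort for GFP in Nkx2-1Cre;RCE mice would remove pyramidal cells but not free RNA. A joint variation of the interneurons' own expression, or immaturity at P0, stays open and was not tested.

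Interneuron genes in Pyr P0 may in the same way come from interneurons or their RNA: of the 18 called, 17 were above background in Pyr P0, and 15 of these had their highest Pyr P0 value on replicate B, also not named in advance, where 11 of the 26 lists had their highest Pyr P0 mean, by 0.16 for pan-interneuron and 0.13 for dissociation stress and immediate early genes. Their mean log2 signal was 9.40 on that array, 9.27 on replicate A and 9.06 on replicate C. Satb1, which pyramidal cells also express, and Kcnmb2 had 45.5% and 36.7% of their IN P0 signal, against a median of 8.14% over the 18. The sort for GFP in NexCre;RCE mice would remove interneurons but not free RNA. Expression by young pyramidal cells themselves stays open and was not tested.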

How the results depend on the processing

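Leaving out each array for the gene lists and for the genes named besides Nek7 was added after the data were seen. So were the other alternatives for those genes and the set without members of the oligodendrocyte lists. The counts of probe sets and of the gene set moved by over 1.5 times only with a lower fold threshold, by the construction of that threshold. With none, IN P10 against IN P0 gave 5131 higher and 5311 lower, Pyr P12 against Pyr P0 7570 and 4985, IN P10 against Pyr P12 3705 and 6986, IN P0 against Pyr P0 2546 and 2597, age by population 7364 and the gene set 876. At a fold over 1.5 these were 2190 and 2139, 2775 and 2014, 1283 and 1716, 808 and 869, 2925 and 348. SAM, limma on 2 groups, limma-trend, the filter on dim probe sets and an adjusted p under 0.01 each gave a set of 155. With the replicate letter as a block, which the arrays do not show to pair, the set was 155, with 962 and 654 in IN P10 against IN P0 and 1119 in age by population. Leaving out each array gave a set of 151 to 161, 931 to 988 and 617 to 686 in IN P10 against IN P0, 1290 to 1321 and 750 to 898 in Pyr P12 against Pyr P0, 590 to 625 and 658 to 693 in IN P10 against Pyr P12, 414 to 445 and 384 to 428 in IN P0 against Pyr P0 and 1093 to 1156 in age by population. Nek7 kept its direction in each alternative, with 3.57 to 3.69 against IN P0 when arrays were left out; its rank was 5 with tau, 3 with the highest other group, 2 by specificity alone and 25 by signal alone. Probe sets at background limit what the arrays can show, Pvalb and Nek7 in pyramidal cells among them.

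List results became weaker 9 times when arrays were left out, 2 times with 1 probe set per gene and 1 time with the filter on dim probe sets. They became stronger 20, 1 and 3 times under these settings. The direction that the list test gives turned for 24 list results under at least 1 setting (47 pairs of result and setting), in lists that did not pass with camera. The values are list medians, which the test does not use, and in 9 of the 47 pairs the median itself changed sign; why the 2 differ was not tested. The fry test passed in the turned direction for pyramidal cells in Pyr P12 against Pyr P0 (adjusted p = 0.0116), astrocytes and axon guidance in IN P10 against Pyr P12 (0.00375 and 0.00157) and astrocytes in age by population (0.0175). Since fry tests a list against no change and camera against the other genes, these values do not reverse a camera result. With fry, in IN P10 against IN P0 microtubule regulators -0.00424; in Pyr P12 against Pyr P0 pyramidal cells 0.0564, erythroid cells 0.0386; in IN P10 against Pyr P12 astrocytes 0.0297, microglia -0.0282, erythroid cells -0.0295, axon guidance 0.0901, GABA receptors 0.00734, potassium channels -0.0706; in age by population astrocytes -0.0507, microglia -0.0224, erythroid cells -0.0588, GABA receptors -0.0201. With 1 probe set per gene, in IN P10 against IN P0 pan-interneuron 0.211, oligodendrocyte precursors -0.0319; in IN P0 against Pyr P0 GABA receptors 0.0396, neuropeptides -0.0151. With the filter on dim probe sets, in Pyr P12 against Pyr P0 pyramidal cells 0.0564, NEK kinases 0.0515; in age by population microglia -0.117. With each array left out, the medians ranged in IN P10 against IN P0 pan-interneuron 0.0919 to 0.338, oligodendrocyte precursors -0.160 to 0.0691, sex-linked -0.358 to 0.335; in Pyr P12 against Pyr P0 pyramidal cells 0.0349 to 0.102, erythroid cells -0.0418 to 0.0900; in IN P10 against Pyr P12 sex-linked -0.460 to -0.0946; in IN P0 against Pyr P0 endothelial cells -0.0644 to 0.0389, mural cells -0.0445 to 0.0318, erythroid cells -0.0345 to 0.0539, neuropeptides -0.0583 to 0.0434; in age by population astrocytes -0.0988 to 0.0232, microglia -0.106 to -0.00712, erythroid cells -0.108 to -0.0104, synaptic vesicle release -0.256 to -0.169.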

Differences from the paper's values

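The gene set held 155 probe sets at the paper's thresholds, against the paper's 133 transcripts, a difference of under 1.5 times. The paper's table of these transcripts was not used here, so members outside Figure 1C were not compared. The paper also calls the 133 genes; of the 155 probe sets, 147 with 1 symbol held 146 genes and 8 had several symbols. Of the alternatives set before the data were examined, the set that also leaves out probe sets higher in IN P0 than in Pyr P0 came closest, with 132. It drops 10 of the 20 genes of Figure 1C, Nek7 among them. Nek7 is dropped through its difference from Pyr P0, where it was not above background. The sets of 348 (fold over 1.5) and 876 (no fold threshold) differ from 133 by over 1.5 times. Figure 1C prints its genes as the first 20 of the ranking; by rank sum 14 of them were among the first 20 here, and by specificity alone 16. Among the most abundant categories the paper names axon-related structures; of 37 axon guidance genes, a list that is not the paper's category, 2 were in the set (adjusted p = 0.078), while the synaptic vesicle and extracellular matrix lists passed.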

Other observations

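No test reported in this part was run to explain a value. In IN P0 against Pyr P0, which the paper does not report, 8 of 37 axon guidance genes were lower in interneurons, 3 were higher and 26 were not called (adjusted p = 2.04e-06, adjusted p = 0.147 with an estimated correlation). Plxnd1, a semaphorin receptor gene, had a log2 fold change of -2.04, and Cxcr4 was higher by 2.68. Glutamate receptor genes had 6 higher and 2 lower of 21 (adjusted p = 0.000202, adjusted p = 0.224 with an estimated correlation), with 3.73 for Grik1, a kainate receptor subunit gene, and 2.58 for Gria1, an AMPA receptor subunit gene. Bcan, which encodes the proteoglycan brevican, was higher by 3.45. Of 12 genes of interneurons from the caudal ganglionic eminence, 5 were higher and 1 lower in IN P10 than in Pyr P12 (adjusted p = 0.00449, adjusted p = 0.251 with an estimated correlation).

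In age by population, of 14 dissociation stress and immediate early genes, 6 had a lower change with age in interneurons (adjusted p = 0.0347, adjusted p = 0.453 with an estimated correlation), with -2.19 for Fos and -2.91 for Nr4a1, which encode activity-regulated transcription factors. Of 32 microtubule regulators, 2 had a higher change in interneurons, the tubulin genes Tubb2b (1.47) and Tubb3 (1.05), and the list passed with both correlations (adjusted p = 5.42e-06, adjusted p = 0.0477 with an estimated correlation). Tubb3 fell under the fold threshold without replicate B of Pyr P0 (0.98) or replicate C of IN P0 (0.96). In pyramidal cells 5 of the 32 fell and 1 rose, Map1a, which encodes a microtubule-associated protein, by 1.99 (adjusted p = 0.00141, adjusted p = 0.101 with an estimated correlation). In age by population, 6 of 16 immature neuron genes also had a higher change in interneurons and 0 a lower one (adjusted p = 9.75e-09, adjusted p = 0.0786 with an estimated correlation). Whether the microtubule result is separate from this was not tested. Of 14 cycling genes, 1 was lower in IN P10 than in IN P0, Ccnb2 with -1.11 (adjusted p = 0.00145, adjusted p = 0.134 with an estimated correlation). Of the erythroid list, 3 of 10 genes were measured and their adjusted p was 0.912 in IN P10 against Pyr P12, too few genes to judge red cells. For each list named so far in this part, the same counts were called when adjusted over the list alone.

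Of the sex-linked genes, Xist, which is expressed from the inactive X chromosome, had a log2 signal of 7.27 on replicate C of Pyr P0, where background was 7.38, and 11.5 to 13.3 on the other 11 arrays. Eif2s3y, a gene of the Y chromosome, had 8.56 on replicate B of IN P0 and 9.002 on replicate A of IN P10, and 9.81 to 10.9 on the other 10 arrays. In IN P0 against Pyr P0, 0 of 4 measured were higher and 1 lower, and 1 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.41).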
